# Defiant: (DMRs: easy, fast, identification and ANnoTation) identifies differentially Methylated regions from iron-deficient rat hippocampus

**DOI:** 10.1186/s12859-018-2037-1

**Published:** 2018-02-05

**Authors:** David E. Condon, Phu V. Tran, Yu-Chin Lien, Jonathan Schug, Michael K. Georgieff, Rebecca A. Simmons, Kyoung-Jae Won

**Keywords:** Epigenetics, DNA Methylation, WGBS, Differentially Methylated regions (DMR), RRBS, Bisulfite sequencing

## Abstract

**Background:**

Identification of differentially methylated regions (DMRs) is the initial step towards the study of DNA methylation-mediated gene regulation. Previous approaches to call DMRs suffer from false prediction, use extreme resources, and/or require library installation and input conversion.

**Results:**

We developed a new approach called Defiant to identify DMRs. Employing Weighted Welch Expansion (WWE), Defiant showed superior performance to other predictors in the series of benchmarking tests on artificial and real data. Defiant was subsequently used to investigate DNA methylation changes in iron-deficient rat hippocampus. Defiant identified DMRs close to genes associated with neuronal development and plasticity, which were not identified by its competitor. Importantly, Defiant runs between 5 to 479 times faster than currently available software packages. Also, Defiant accepts 10 different input formats widely used for DNA methylation data.

**Conclusions:**

Defiant effectively identifies DMRs for whole-genome bisulfite sequencing (WGBS), reduced-representation bisulfite sequencing (RRBS), Tet-assisted bisulfite sequencing (TAB-seq), and HpaII tiny fragment enrichment by ligation-mediated PCR-tag (HELP) assays.

**Electronic supplementary material:**

The online version of this article (10.1186/s12859-018-2037-1) contains supplementary material, which is available to authorized users.

## Background

DNA methylation plays a critical role in gene regulation [1]. In human somatic cells, 70–80% of all CpG dinucleotides in the genome are methylated [2]. DNA methylation represents one type of epigenetic modification which has been shown to control transcription in mammals [3], interacting sometimes with DNA binding proteins [4]. DNA methylation regulates many diverse biological functions, such as embryonic stem cell differentiation [5], aging [6], gene imprinting [7, 8], and X-chromosome inactivation [9]. DNA methylation is conserved and somatically heritable mark that is generally associated with transcriptional repression [10]. Aberrant methylation has been found in multiple diseases such as cancer [11], imprinting defects [12] and mental disorders such as schizophrenia [13, 14]. Environmental exposures such as uteroplacental insufficiency [15, 16] or cigarette smoking [17, 18] have also been observed to alter DNA methylation.

Recent developments in sequencing technology enabled genome-wide characterization of DNA methylation. Whole-genome bisulfite sequencing (WGBS) and reduced representation bisulfite sequencing (RRBS) have been widely used to measure DNA methylation at a single CpG resolution [19]. DMRs are the contiguous genomic regions whose DNA methylation status differs between two groups of samples. DMRs have been used to characterize cell-type or condition specific DNA methylation [20–22].

Computational approaches have been developed based on statistical frameworks to identify DMRs. BSmooth [23] identifies DMRs using a local-likelihood approach to estimate a sample-specific methylation profile. For a statistical test between samples, BSmooth uses a Welch’s t-test [24]. MethylKit identifies DMRs based on logistical regression if multiple replicates are available, or a Fisher’s exact test [25] if only one sample is available. MethylSig [26] uses a beta-binomial approach to identify DMRs based on read coverage and biological variability, which showed high sensitivity in comparison with MethylKit, BSmooth, a standard t-test and the Wilcoxon rank test. Metilene [27] uses a binary segmentation algorithm combined with a two-dimensional Kolmogorov-Smirnov test. Genomic regions are pre-segmented, and gradually reduced in size until the region contains less than a defined minimum number of CpGs or statistical significance is not improved. RADMeth [28] employs a beta-binomial regression and a Stouffer-Liptak test. And RnBeads [29] calculates *p*-values for each CpG in the data set using hierarchical linear models and M-values [30]. BiSeq uses a smooth-based approach while considering coverage to call DMRs [31].

With the exception of Metilene, many well-known DMR callers require knowledge of the R programming language [32] or even a specific version of R (MethylKit & BiSeq). In addition, each DMR caller requires specific input formats to run it properly. Furthermore, many of them use extreme computing resources for genome-scale analysis. Table 1 summarizes the characteristics and algorithms of the widely used DMR callers we investigated.

**Table 1:** Comparison of DMR calling software

Program	DMR Identification	Execution
Defiant	Weighted Welch Expansion	Binary
BSmooth [23]	Local-likelihood smoothing with binomial test	R
MethylKit [25]	Fisher’s exact test [37] or logistic regression with tiling	R
MethylSig [26]	beta-binomial [64]	R
Metilene [27]	*p*-value by beta binomial	Binary
MOABS [65]	beta-binomial	Binary
RADMeth [28]	beta-binomial regression	Binary

The numerous disadvantages of these programs/statistical methods prompted the development of a new DMR-identification program. Defiant is a standalone program following GNU99 standard, which reduces the issues of portability. Defiant automatically detects ten different input formats widely used for DNA methylation. It does not require installation of any libraries and runs with a single command line. We evaluate Defiant’s performance with comprehensive benchmarking tests using both artificial and real WGBS data. We applied Defiant to analyzing the DNA methylation changes induced by iron deficiency during the critical neuro-developmental period (fetus and newborn) in the rat hippocampus.

## Implementation

### Animals and Hippocampal dissection

G2 pregnant CD1 Sprague-Dawley rats were purchased from Charles Rivers Laboratories. The experimental conditions for induction of fetal-neonatal iron deficiency were following the previously described protocol [33]. All procedures were approved by the Institutional Animal Care and Use Committee of the University of Minnesota. Hippocampal dissection and storage from PND15 rats was performed as previously described [33]. Genomic DNA from PND15 rat hippocampi was isolated using Allprep DNA/RNA mini kit (Qiagen).

### WGBS & data processing

WGBS was performed as a published protocol [34]. Briefly, 1 μg of genomic DNA was fragmented into 300 bp size using M220 Covaris Ultrasonicator. Sequencing libraries were generated using NEBNext genomic sequencing kit (New England Biolabs) and ligated with Illumina methylated paired end adaptors. Libraries were bisulfite-converted using Imprint DNA modification kit (Sigma), and the size of 300–600 bp was selected using Pippin Prep DNA size selection system (Sage Science). Libraries were then amplified using PfuTurbo Cx Hotstart DNA polymerase (Agilent Technologies). Samples were sequenced to 100 bps in either paired-end or single-read formation on an Illumina HiSeq 2000 with RTA version 1.13.48 and HiSeq control software version HiSeqCS:1.5.15.1. Adpaters were trimmed from the reads using a custom C language program. Trimmed reads were aligned against the rat genome (rn4) using bs seeker (v1) [35]. The methylation status was then tallied from the bs seeker output. When reads overlapped at a base, the methylation status from read 1 was used. Methylation data at the C and G in a CpG pair was merged to produce the estimate at that locus. The WGBS data have been deposited in the GEO repository (GSE98064).

### Identification of DMRs using WWE

Defiant defines DMRs based on seven criteria. These can also be specified by the end-user.

- All nucleotides in all samples are present and meet minimum coverage (default 10). The user can specify that some nucleotides can be missing from certain replicates, but we recommend against it as it can introduce false positives.
- Absolute value in the difference of the sum of the methylation percentages is above a given cutoff %. The default is 10%, but this will vary in every individual experiment based on the chemistry [36]. The mean methylation percentage, $$ \overline{m} $$, is weighted based on coverage, i.e.
  1 $$ \overline{m}=\frac{\sum_{r=1}^R{C}_r\frac{{}_m{C}_r}{C_r}}{\sum_{r=1}^R{C}_r}=\frac{{\sum_{r=1}^R}_m{C}_r}{\sum_{r=1}^R{C}_r} $$
  where *C*_*r*_ is the coverage for replicate *r*, _*m*_*C*_*r*_ is the number of 5mC for replicate *r*, and *R* is the number of replicates.
- A 2-tailed *p*-value, default 0.05

If there is only 1 replicate in either sample, a *p*-value between groups A and B is calculated by Fisher’s exact test [37]

2 $$ p=\frac{\left({}_m{C}_A +_m{C}_B\right)!\left({C}_A+{C}_B\right)!\left({}_m{C}_A+{C}_A\right)!\left({}_m{C}_B+{C}_B\right)!}{{}_m{C}_A!{}_m{C}_B!{C}_A!{C}_B!\left(\Big({}_m{C}_A +_m{C}_B+{C}_A+{C}_B\right)!} $$

where _*m*_*C =* number of 5-methyl Cystosine and *C* = number of Cytosine.

If there are multiple replicates in both groups, the *p*-value is based on Welch’s t-test [24] in sum of methylation percentages is below a given cutoff.

If both samples have multiple replicates, the *t*-test between groups A and B is calculated thus:

3 $$ t=\frac{{\overline{m}}_B-{\overline{m}}_A}{\sqrt{\frac{s_A^2}{N_B}+\frac{s_B^2}{N_B}}}, $$

where the unbiased sample variance *s* for any group *A* is also weighted based on coverage:

4 $$ {s}_A=\frac{\sum \limits_{r=1}^R{C}_r{\left({\overline{m}}_A-{m}_r\right)}^2}{\left(\sum \limits_{r=1}^R{C}_r\right)-1} $$

The Benjamini-Hochberg [38] approach is applied to the identified DMRs to adjust *p*-value for multiple testing.

- a minimum number of CpN constituting differentially methylated region (default CpN = 5),
- a minimum range of the differentially methylated nucleotides (default 0)
- a maximum range between CpN (default 20,000 nucleotides).
- a maximum similar, i.e. non-differentially methylated, CpG count (default 5). If a DMR is currently expanding, the DMR expands until one criterion of differential methylation stops. By allowing a similar CpG count, DMRs can contain similarly methylated CpG inside the DMR. Once the similar nucleotide is broken, the DMR shrinks to the point where differential methylation stopped.

All criteria are easily set by command-line options. Defiant is designed to test multiple parameters in parallel, to make the final decision on each parameter up to the end user. Defiant has a companion program in Perl, plot_results.pl, which plots the number of DMRs as a function of different parameters using GNUPlot if a user has chosen to test multiple parameters. The effects of the variation of each parameter on the number of DMRs found in the rat hippocampus data can be seen in (Additional file 1: Figures S2-S16).

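The number of DMRs between the iron-deficient and iron-sufficient groups was counted with a single criterion of WWE changed at a time. A new implementation of WWE was used, not the Defiant program. CpGs below the minimum coverage were skipped, which is a choice made here. Ending the DMR at such a CpG gave 435 DMRs with the defaults instead of 2711. Raising the minimum CpN from 3 to 10 lowered the number of DMRs from 6197 to 186, a ratio of 33.3. Requiring 5 differentially methylated CpN instead of 1 lowered it from 2711 to 118, a ratio of 23. A p-value threshold of 0.01 gave 61 DMRs and a threshold of 0.1 gave 14593, a ratio of 239.2. Raising the minimum difference from 5 to 30 percentage points lowered the number from 2877 to 638, a ratio of 4.5. Raising the minimum coverage from 5 to 20 lowered it from 5350 to 729, a ratio of 7.3. The ratios depend on the range chosen for each parameter.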

The number of DMR is sensitive to CpN, differentially methylated CpN (d), and *p*-value, but less sensitive to minimum percent change, minimum coverage. Minimum CpN = 5 is a point where the number of DMR is large enough and less sensitive to minimum coverage (Additional file 1: Figure S7). 

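For each minimum CpN, the number of DMRs was also counted at minimum coverages of 5, 10, 15 and 20. The highest of the 4 numbers was 7.12 times the lowest with a minimum CpN of 3 and 7.34 times the lowest with a minimum CpN of 5. With a minimum CpN of 8 and 10 it was 8.33 and 8.78 times the lowest. At a minimum coverage of 15, a minimum CpN of 5 left 1410 DMRs, a minimum CpN of 8 left 255 and a minimum CpN of 10 left 112.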

Minimum coverage determines the number of DMRs. 

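The minimum coverage also sets how many CpGs are tested, since a CpG must reach it in all 6 samples. With a minimum of 5, 7625974 CpGs were tested, compared with 2810286 with a minimum of 15 and 1619977 with a minimum of 20. Between minimum coverages of 5 and 20, the number of CpGs tested fell less steeply than the number of DMRs.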

The default (10) is the point where the number of DMR is robust to the “Differentially methylated CpN” (Additional file 1: Figure S8). 

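At the default minimum coverage of 10, 1171 DMRs had at least 3 differentially methylated CpN, and the number without this criterion was 2.32 times as high. The corresponding ratio was 2.25 at a minimum coverage of 5, 2.51 at 15 and 2.6 at 20. For at least 5 differentially methylated CpN, the ratio was 19.4 at a minimum coverage of 5, 23 at 10, 22.7 at 15 and 24.3 at 20.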

We set a large number for “Maximum range for CpN” (default = 20,000). 

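With a maximum distance of 300 nucleotides between CpN, 790 DMRs were called, and with 1000 nucleotides 1591 were called. In this implementation, which skips CpGs below the minimum coverage, the default allowed 3.4 times as many DMRs as the distance of 300 nucleotides. The longest DMR it gave spanned 42527 nucleotides.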

The difference in the methylation percentage (default 10%) can further be used to identify subtle but significant changes. 

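Of the DMRs called with the default of 10 percentage points, 964 had a weighted difference under 20 percentage points in size, and the median size was 23.5 percentage points (quartiles 17.9 and 30.4). A minimum difference of 20 percentage points, applied to the single CpGs as well as to the summed counts, left 1667 DMRs.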

A minimum range between CpN is not used for the rat data (default 0) but provide a user with flexibility in defining DMRs.

### Comparison with other methods

DMR Overlay is the percent of nucleotides predicted by the program inside of the artificial DMR. DMR overlay is measured in two directions, once with respect to the benchmark DMRs and once with respect to the predicted DMRs (Fig. 5). For example, in Fig. 1, the overlay of predicted DMR 1 with respect to Benchmark DMR “A” is calculated as

$$ \mathrm{DMR}\ \mathrm{overlay}=\frac{\mathrm{length}\left(\mathrm{A}\right)+\mathrm{length}\left(\mathrm{B}\right)}{\mathrm{length}\ \left(\mathrm{DMR}\ 1\right)}=\frac{160+139}{319}=93.7\% $$

while for the reverse, DMRs A and B would each have their own DMR overlay equal to 100%. This is similar, but more informative than a Jaccard index, which is symmetric while DMR overlay depends on direction of comparison.

- Defiant is run with default minimum coverage of 10, *p* = 0.05, minimum percent change of 10%, and five CpN (CpG) in each DMR.
- MethylKit [25] scans for DMRs using a tiling window of 1000 nucleotides and a step size of 1000 nucleotides. Consecutive windows that score q < 0.05 are considered as a single DMR. Tiles can report q = 0 with p ≈ 1, so tiles with q = 0 are treated as non-DMRs. MethylSig [26] also uses a tiling approach, with a window and step size of 25 nucleotides. As for MethylKit, consecutive windows with q < 0.05 are considered as a single DMR.
- Metilene [27] is a command-line program, and was run according to defaults. Metilene was run with a minimum CpG count of 5 with the rat data to make results comparable to Defiant.
- RADMeth [28] is run as a series of three commands to the Linux shell. RADMeth showed itself superior to ComMet [39] and DSS [40] so we do not compare these methods here.
- RnBeads [29] differentially methylated regions are defined by 500 nucleotide tiles. Similarly with MethylKit and MethylSig, consecutive tiles with q < 0.05 are considered as a single DMR.

**Fig. 1:**
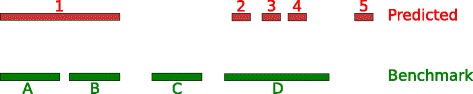
Illustration of how different DMR results are compared. Artificial (or “Benchmark”) DMRs are depicted in green, while predicted DMRs are shown in red

## Results

### DMR identification by weighted Welch expansion

Defiant calculates a *p*-value using a Welch’s t-test for the weighted means and variance (Method). A weight is to give more credence to the replicate with a high coverage. If there is only one replicate in either set, Welch’s t-test cannot be used, and thus Defiant uses a Fisher’s exact test. For accurate detection of the boundary of a DMR, Defiant detects the start point based on the following factors: differences in methylation levels, coverage, *p*-value, and a minimum number of CpGs. If all of these criteria are satisfied, the next nucleotide is checked for constituting differential methylation, i.e. the DMR expands. It terminates when there is a number of consecutive CpGs that do not pass the criteria. We call this algorithm weighted Welch expansion (WWE).

Figure 2 demonstrates how Defiant identifies DMRs using WWE. Defiant calculates the weighted mean based on the coverage. The weighted mean for the two datasets (“B” and “F”) are shown on the top two panels. The *p*-values were calculated using a Welch’s t-test (on the third panel). The DMR on the left side starts at 120,124 when the difference in methylation levels is − 88% and *p* = 7.7 × 10^− 20^. The DMR expands as long as it sees CpGs that pass the criteria. At 120,052, Defiant stops its expansion when it observes at least 5 consecutive CpGs that fail the criteria. Defiant does not require setting the size of a window or “tiles” as is done in MethylKit [25], so the data determines the size of the differentially methylated regions. This approach gives much greater flexibility and power in analyzing the data, as small differentially methylated regions can be easily missed when using a tiling approach.

**Fig. 2:**
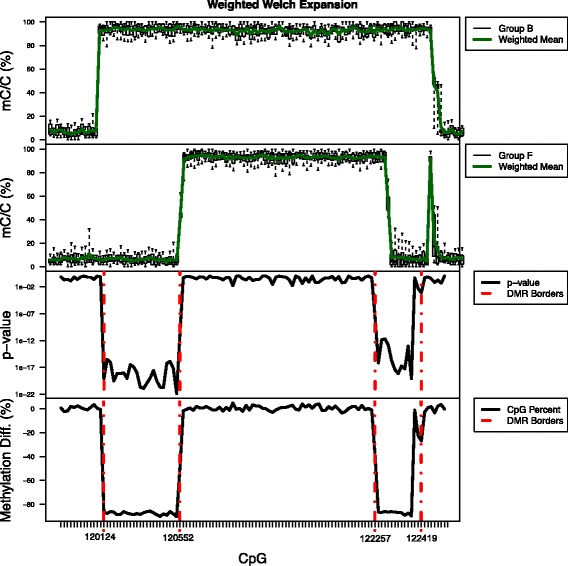
Defiant uses WWE for DMR identification. We used artificial data designed for Metilene [27]. Each group is composed of ten replicate DNA methylation samples. The top two panels show the level of DNA methylation for each CpG (box-and-whisker plots). The mean is weighted based on coverage. The third panel from the top shows the weighted Welch *p*-value between the sets for individual CpG. The bottom panel shows differences between the weighted mean. Defiant calls a DMR when it finds consecutive CpGs with 1) differences in methylation levels, 2) minimum coverage, 3) *p*-value. When Defiant finds consecutive CpGs that do not match the above criteria, the expansion of a DMR stops. The third and fourth panels show the DMR start and end points in red

### Datasets

We used two datasets to evaluate Defiant’s performance.

#### Artificial benchmarking datasets used for Metilene [27]

Metilene [27] simulated RRBS and WGBS datasets using beta binomial distribution. The dataset are composed of two different backgrounds, each with four subsets. These are named 1.1 (strongest methylation differences) through 1.4 (weakest differences) for the first background, and 2.1 through 2.4 for the second (Additional file 1: Figure S1). In total, there are 16 subsets (eight for RRBS and eight for WGBS) to test DMR calling for various data configurations. Each subset has ten replicates. We downloaded them from http://www.bioinf.uni-leipzig.de/Software/metilene/Downloads/.

#### WGBS data from postnatal day 15 iron deficient and iron sufficient rat hippocampi

WGBS data were generated to analyze changes in hippocampal DNA methylation due to iron-deficiency during the fetal and neonatal periods. Pregnant/nursing rat dams were fed an iron-deficient diet (4 ppm iron) from gestational day 2 through postnatal day (P) 7, at which time they were given an iron-sufficient control diet (200 ppm iron). Iron sufficient control rats were fed an iron sufficient diet through the entire experimental duration. At P15, rat pups from both groups were euthanized and hippocampi were isolated. This diet manipulation induced a 60% iron deficiency in the P15 rat hippocampus [41, 42]. Three biological replicates of WGBS data were generated from hippocampi of both groups.

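WGBS treats DNA with bisulfite, so that unmethylated cytosines are read as thymines and methylated cytosines are kept, and sequences the whole genome. The 3 iron-deficient pups came from dams given 4 ppm iron from gestational day 2 and 200 ppm from postnatal day 7, and hippocampi of all 6 pups were taken at postnatal day 15. The authors trimmed and aligned the reads to rat build rn4, tallied the methylation calls and merged the C and G positions of each CpG. For each sample they deposited the methylated fraction of the reads at every CpG and its coverage, which is the count of reads there. The product of fraction and coverage was within 0.01 reads of a whole number at every CpG, so methylated and unmethylated counts were recovered from it. The iron-sufficient replicates 1, 2 and 3 listed 21093430, 16699344 and 19163614 CpGs, with a total coverage of 529295730, 485417985 and 678240211. The iron-deficient replicates listed 20142195, 18258144 and 20339996 CpGs, with a total coverage of 686974248, 780127386 and 432692526. Together the files listed 22152541 CpGs, and 4686933 of them (21.2%) had a coverage of at least 10 in all 6 samples. DMRs were called by a new implementation of WWE based on the Implementation section, because the Defiant program itself was not run. The defaults were used, namely a coverage of at least 10, a difference of at least 10 percentage points, a p-value of at most 0.05, at least 5 CpN, at most 5 similar CpN in a row and at most 20000 nucleotides between CpN. CpGs below the minimum coverage were skipped, whereas the legend of Fig. 2 names minimum coverage among the criteria whose failure stops the expansion. Skipping them is therefore a choice made here, not a step of the paper. Over all CpGs, methylation was 68.6% ± 0.134 (SD, n = 3) in the iron-sufficient group and 69.5% ± 0.765 (SD, n = 3) in the iron-deficient group. The difference of 0.857 percentage points was not separated from the spread between replicates (two-sided exact permutation test, p = 0.2, where the smallest p possible for 3 against 3 is 0.1). As the mean of the percentages of CpGs with a coverage of at least 10 in all 6 samples, the difference was 0.661 percentage points (p = 0.1 by the same exact permutation test), and as the sum of their counts it was 0.713 (p = 0.5). On the numbered autosomes, and without the CpGs of highest coverage, it was 0.848 and 0.852 (exact permutation test, p = 0.3 for each).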

### Performance evaluation

We evaluate the DMR-identification programs Defiant, Metilene, MethylKit, MethylSig, RadMeth, and RnBeads. We chose not to use BSmooth and MOABS as they have already shown inferior performance as compared to Metilene [27] using the same test set we use in this experiment. Using the DMRs in the artificial datasets as the gold standard, we defined true positive (TP) when a predicted DMR overlapped with a DMR in the benchmark, otherwise it was defined as a false positive (FP). False negative (FN) was defined when a DMR in the benchmark dataset was not predicted. FN, FP, and TP values for all DMR callers for each artificial dataset are listed in Additional file 1: Table S1.

For comprehensive evaluation, we compared precision (TP/(TP + FP)) against FN as well as against recall (TP/(TP + FN)) for 8 sets of RRBS and WGBS data (Fig. 3). In these tests, both Defiant and Metilene showed excellent precision and recall with very low FNs compared with other DMR callers. They scored perfect precision because their FP is 0 for all 16 tests. RnBeads also showed FP equal or close to zero. However, it suffered a high FN (Fig. 3). MethylKit showed the worst performance in these tests mainly due to excessive number of FPs. MethylSig showed high number of FPs for WGBS datasets (Additional file 1: Table S1). Moreover, MethylSig did not predict any DMRs for RRBS datasets (TPs and FPs were 0). RADMeth scored moderately well, but scored behind both Defiant and Metilene.

To obtain the overall performance we calculated the F1 score (=$$ 2\times \frac{\mathrm{precision}\times \mathrm{recall}}{\mathrm{precision}+\mathrm{recall}}\Big) $$. The F1 score is the harmonic mean of precision and recall. Both Defiant and Metilene showed outperforming F1 scores compared with other predictors (Fig. 4). The performances between Defiant and Metilene were comparable when we investigated the statistical differences between the predictions using a Welch’s t-test [24] (*p* = 0.81, Additional file 1: Table S2). Considering that the artificial datasets were generated using a beta binomial distribution, providing a favorable environment for Metilene, the comparable performance of Defiant is notable. Examining the results more closely, we found that Defiant outperformed Metilene especially for background 2, dataset 4 where there were subtle but significant differences in DNA methylation levels (Fig. 3 and Additional file 1: Table S1). To examine the DMR calling boundary more carefully, we calculated the overlapping ratios of DMRs, quantified as “DMR overlay” (Methods). Compared with Metilene, Defiant showed better overlay with respect to the predicted DMRs, suggesting that DMRs that Defiant calls capture the robust portion of DMRs (Fig. 5).

**Fig. 3:**
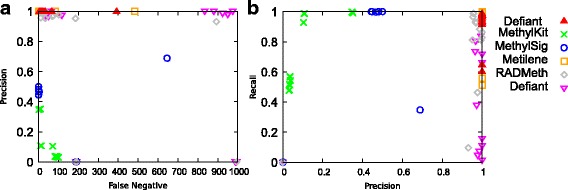
Performance comparison using all 16 Metilene’s benchmark datasets composed of RRBS and WGBS. Each point represents a data set. Precision is compared against FN (a) and recall against precision (b). In plot a, 15 points from Defiant, 15 from Metilene, 10 from RADMeth, and 5 from RnBeads overlap in the upper-left corner. Both Defiant and Metilene outperformed other predictors

**Fig. 4:**
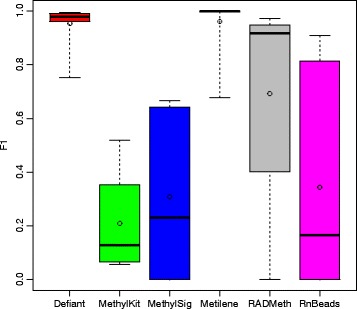
F1 values of 16 different artificial data sets. Circles indicate mean values. Both Defiant and Metilene outperformed other predictors

**Fig. 5:**
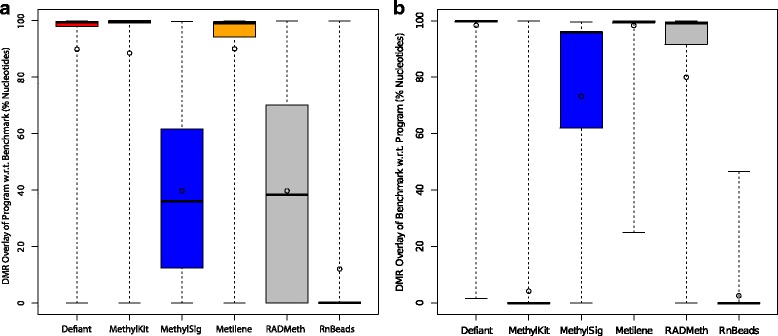
Comparison of DMR overlay of program with respect to benchmark in panel (**a**), and benchmark with respect to program in panel (**b**) for the combined RRBS and WGBS data sets

### Comparison using real WGBS data

We applied Defiant to identify DMRs in the iron-deficient rat hippocampus using the same parameters as were used with the artificial data. Fetal-neonatal iron deficiency, which is one of the most common nutritional deficiencies in the world [43], affecting as many as 2 billion people and approximately 30% of pregnancies [44, 45], causing long-term cognitive deficits despite iron treatment [46, 47]. Because these changes persist into adulthood even in the face of normal iron levels, and the known link between fetal exposures and long-term outcomes after birth, we investigated whether DNA methylation is altered in the developing rat hippocampus induced by fetal-neonatal iron-deficiency using WGBS datasets. The methods used to induce fetal-neonatal iron-deficiency have been previously described [48]. We investigated if DNA methylation is affected by iron-deficiency during fetal-neonatal periods using WGBS datasets with three iron-deficient rats and three iron sufficient rats.

We compared performance of Defiant to that of Metilene because they showed comparable performances based on the benchmarking test. Between the iron-deficient and iron-sufficient groups, Defiant identified 229 DMRs, while Metilene identified only 80 DMRs, with ten regions showing overlap between the two approaches. 

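WWE with the default criteria called 2711 DMRs over the 4686933 CpGs with sufficient coverage. Of these CpGs, 150381 (3.21%) met the criteria of differential methylation on their own, 77016 with higher and 73365 with lower methylation in the iron-deficient group. Every DMR had a Benjamini-Hochberg adjusted p-value of at most 0.05, but the regions were selected by the same p-values. Among the alternatives with a single criterion changed, the number changed by the largest ratio when no similar CpN was allowed within a DMR, which left 51 DMRs. When a CpG below the minimum coverage ended the DMR instead of being skipped, 435 DMRs were called. In simulated counts of independent reads with the real coverage of chromosome 20, WWE recovered 200 of 200 regions of 10 CpGs with a difference of 50 percentage points and called 2 other DMRs. These counts had no spread between animals, so they do not give the rate of false calls in the data. The other 9 splits of the samples into 3 and 3, which mix the diets, gave 2278 to 3095 DMRs. As a test on regions fixed beforehand, methylated and unmethylated counts were summed in 936431 tiles of 1000 nucleotides and compared between the groups by edgeR's quasi-likelihood test. No tile, 0 of 936431, had a Benjamini-Hochberg adjusted p-value of at most 0.05, while 28362 tiles (3.03%) had an unadjusted p-value under 0.05, and limma on log2 ratios of the counts gave 0 and 38252 tiles. This test had limited power with these replicates. Among 20000 simulated tiles, it called 0 of 200 tiles changed by 40 percentage points, 191 of 200 changed by up to 60 and 200 of 200 changed by up to 80. These changes covered whole tiles, so larger changes within part of a tile could also be missed. The paper proposes that Defiant performs better on real WGBS data. It cites the larger number of DMRs called by Defiant than by Metilene, and clear differences in regions that only Defiant called. It also cites the low coverage and non-significant weighted p-values of regions that only Metilene called, and better results for modest differences in artificial data.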

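In the Gucy2c window of Fig. 6a, on chromosome 4 from 173782222 to 173782340 (rn4), all 9 CpGs met the criteria of differential methylation.
Methylation over the window was 1.7% ± 1.5 (SD, n = 3) in the iron-sufficient group and 88% ± 6.3 (SD, n = 3) in the iron-deficient group, a weighted difference of 87 percentage points.
The mean coverage per CpG was 20.3, 11.6 and 15.7 in the iron-sufficient replicates and 87, 125.1 and 65.2 in the iron-deficient replicates, 5.83 times as high in total.
In the Usp36 window of Fig. 6b, on chromosome 10 from 108269686 to 108269764, 16 of 21 CpGs met the criteria.
Methylation was 20% ± 2.8 (SD, n = 3) and 41.4% ± 17 (SD, n = 3) in the iron-sufficient and iron-deficient groups.
The iron-deficient replicate 3 had 22.9% and lay 0.5 percentage points above the highest iron-sufficient replicate at 22.4%.
In the Tnni1 window of Fig. 6c, on chromosome 13 from 48819200 to 48819299, 21 of 31 CpGs met the criteria, and methylation rose from 39.7% ± 8.1 (SD, n = 3) to 69.6% ± 4.8 (SD, n = 3) with iron deficiency.
The replicates of the groups did not overlap in any of these windows (two-sided exact permutation test, p = 0.1 for each, the smallest p possible).
The windows were chosen in the paper from these same samples.

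**Figure D1:**
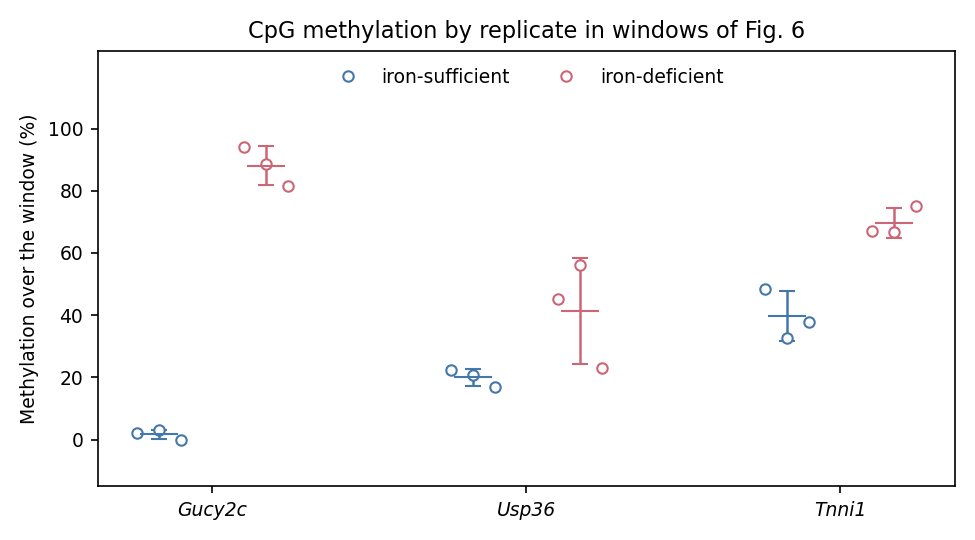
Methylation in percent (vertical axis) over the windows of Gucy2c, Usp36 and Tnni1 (horizontal axis). Circles are the replicates, horizontal lines the group means and bars the SD, and the iron-deficient replicates lie above the iron-sufficient ones in each window.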

Figure 6 showed the DNA methylation status of the DMRs identified both by Defiant and Metilene.

**Fig. 6:**
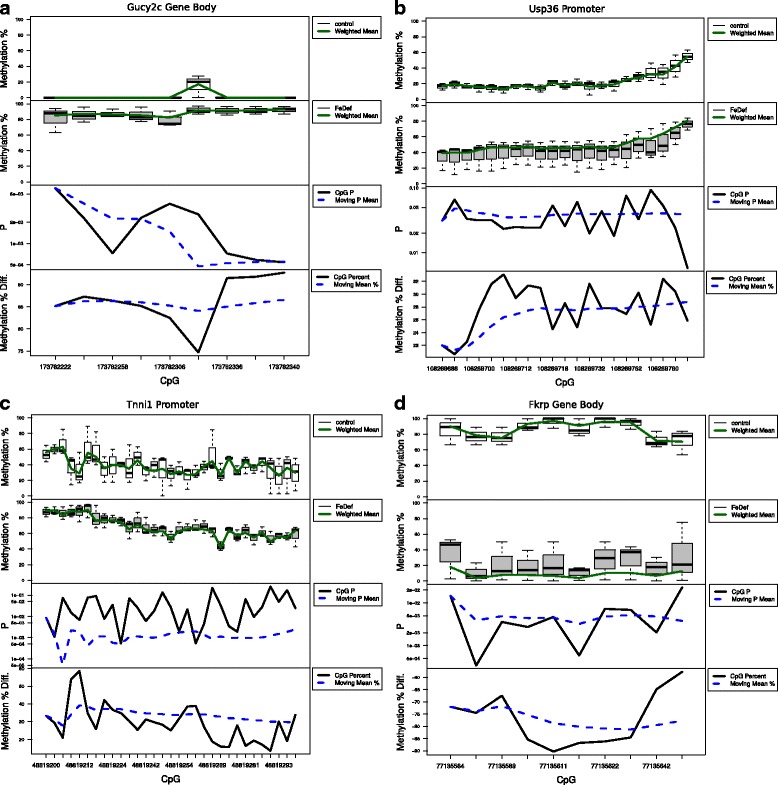
An iron-deficient diet induces strong changes in methylation for many genes, the strongest of which are shown here. **a** *Gucy2c* displays strongly increased methylation from an Fe-deficient diet. **b** *Usp36* is hypermethylated in Fe-deficient pups. **c** *Tnni1* shows moderate, but consistently significant hypermethylation. **d** *Fkrp* shows strong and consistent hypomethylation

We found that the DMRs identified by Metilene but not by Defiant were mostly in low coverage areas. When methylation levels were weighted by the coverage, they showed non-significant *p*-values (Fig. 7a and b). Indeed, compared with the artificial datasets which have the distribution of coverage in a short range, the WGBS data in rat hippocampus were with a wider range of coverage (Fig. 7c). These results indicate a superior performance of Defiant when applied to real WGBS data. 

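The median coverage per CpG was 21, 22 and 28 in the iron-sufficient replicates and 27, 33 and 17 in the iron-deficient replicates. The quartiles were 11 and 34 in iron-sufficient replicate 1, which had the narrowest spread of its group, and 11 and 60 in iron-deficient replicate 2, which had the widest of all 6 samples. The highest coverage at a single CpG lay between 164614 and 339239, far above the upper quartiles of 29 to 60 reads. Of the CpGs listed in a sample, between 72.9% and 80.9% had a coverage of at least 10. Counting only CpGs listed in all 6 files raised the median coverage, to 26 in iron-sufficient replicate 1 and 38 in iron-deficient replicate 2.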

Figure 8 shows the examples of DMRs detected by Defiant but not by Metilene. The DNA methylation profiles showed clear differences in DNA methylation between the iron sufficient and the iron deficient groups for regions near genes such as *Pde6c, Chd2, Mobp*, and *Pck1*. 

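In the Pde6c window, on chromosome 1 from 242506849 to 242506883 (rn4), methylation was 40.8% ± 7.4 (SD, n = 3) in the iron-sufficient group and 87% ± 16.3 (SD, n = 3) in the iron-deficient group, and 5 of 6 CpGs met the criteria of differential methylation.
In the window of Fig. 8b, which the text above names Chd2 and the legend Cdh2, on chromosome 1 from 128654487 to 128654533, it was 24.2% ± 20.2 (SD, n = 3) and 83.5% ± 5.4 (SD, n = 3), with 6 of 7 CpGs meeting the criteria.
The iron-sufficient replicates in this window were spread over 22.6%, 45.2% and 4.9%.
In the Mobp window, on chromosome 8 from 125128537 to 125128625, methylation fell from 88.3% ± 6.1 (SD, n = 3) to 47% ± 15.2 (SD, n = 3) with iron deficiency, and 4 of 5 CpGs met the criteria.
The weighted difference in Mobp was -48.2 percentage points and -31.9 without iron-deficient replicate 2, which had a mean coverage per CpG of 91 compared with 17.8 and 39 in the other iron-deficient replicates.
In the Pck1 window, on chromosome 3 from 163998942 to 163999150, methylation was 79.6% ± 12.4 (SD, n = 3) in the iron-sufficient group and 31.8% ± 7.2 (SD, n = 3) in the iron-deficient group, and 3 of 5 CpGs met the criteria.
The groups did not overlap in any of the 4 windows (two-sided exact permutation test, p = 0.1 for each, which is the smallest p that 3 against 3 can give).

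**Figure D2:**
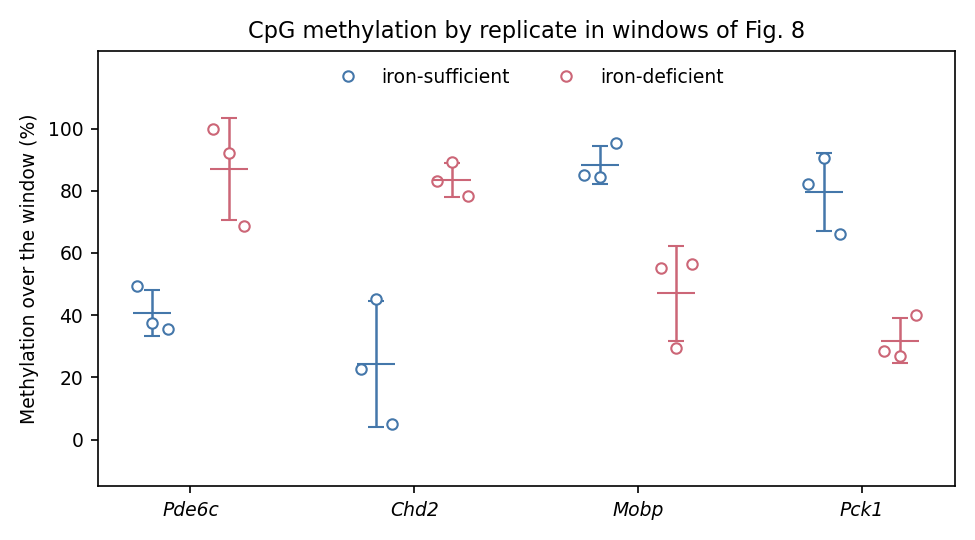
Methylation in percent (vertical axis) over the windows of Pde6c, Chd2, Mobp and Pck1 (horizontal axis). Circles are the replicates, horizontal lines the group means and bars the SD, and the iron-deficient replicates lie above the iron-sufficient ones in Pde6c and Chd2 and below them in Mobp and Pck1.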

The differences between Defiant’s and Metilene’s predictions are due to Defiant’s use of coverage-weighted means. 

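Methylation differences between the groups were computed with coverage-weighted and with unweighted means at each of the 4686933 CpGs. At 383195 CpGs (8.18%) the weighted and unweighted differences had opposite signs, and at 13763 (0.294%) both were also at least 10 percentage points in size. With weighting, 150381 CpGs met the criteria of differential methylation, and without it 65943 did. The variances also had different divisors, based on the summed coverage with weighting and on the number of replicates without it. How much of the gap comes from the weights alone was not tested. Of the latter, 97.9% also met the criteria with weighting. Of the CpGs that met the criteria, 0 of 150381 with weighting and 0 of 65943 without it had a difference of the opposite sign with the other kind of mean, whereas 39 of 275313 CpGs did with weighting at a minimum coverage of 5. With unweighted means and variances, 488 DMRs were called, 461 of which overlapped a DMR called with weighting. Across minimum coverages, opposite signs were found at 692585 CpGs with at least 5 reads in every sample and at 110397 with at least 20.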

The coverage-weighted means used in WWE allow Defiant to avoid artifacts such as Simpson’s paradox [49].

**Fig. 7:**
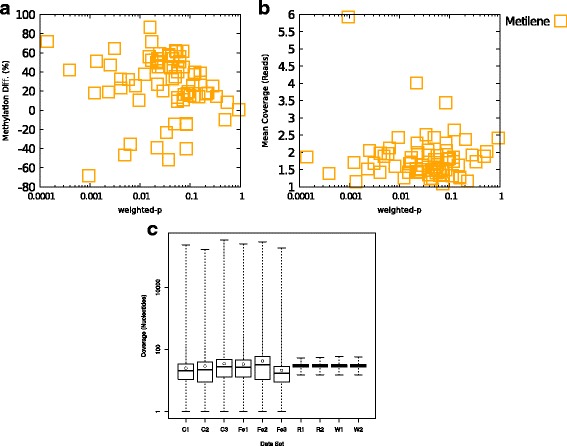
Statistics on CpG regions predicted uniquely by Metilene. While, these genes show differences in the methylation levels, their *p*-values were unacceptably high when coverage information is considered. **a** The differences in the methylation levels over weighted Welch’s *p*-values. **b** The mean coverage against the weighted *p*-value **c** distribution of coverage. Real WGBS shows much wider distribution of coverage than the artificial data set. “C” = iron sufficient rat samples, “Fe” = Iron-deficient rat samples, “R” = artificial RRBS data, and “W” = artificial WGBS data

**Fig. 8:**
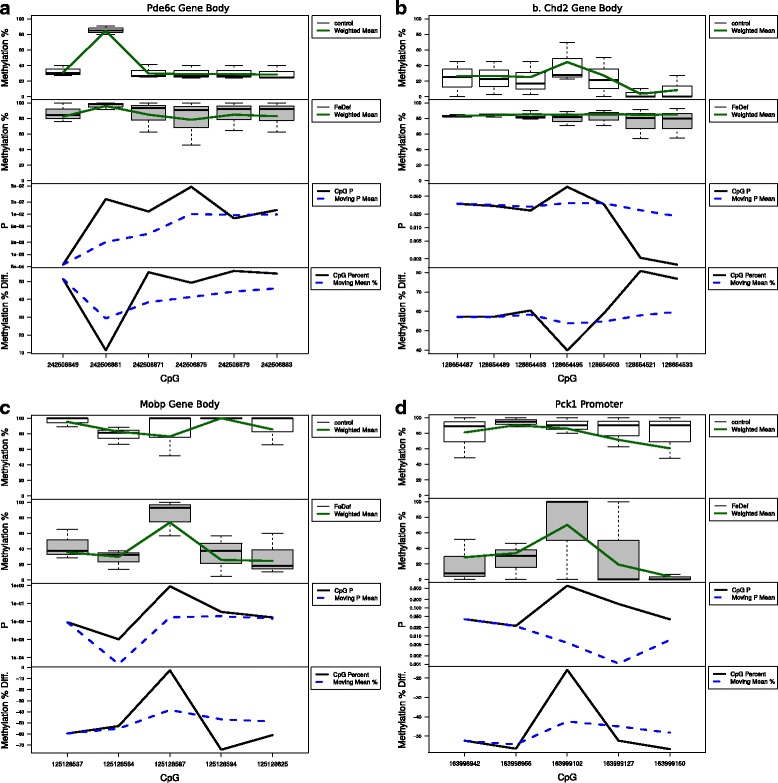
The DMRs identified by Defiant but missed by Metilene. DMRs on **a**. Pde6c gene body **b**. Cdh2 gene body, **c**. Mobp gene gody, and **d**. Pck1 promoter region

### Defiant identifies DMRs close to genes potentially affected by iron-deficiency in fetal-neonatal periods

The 229 DMRs that Defiant identified mapped within 15 Kbps of 108 genes (Additional file 1: Table S3). 

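The called DMRs had a median length of 1489 nucleotides (quartiles 482.5 and 3190.5), a median of 6 CpGs and a median of 2 CpGs that met the criteria of differential methylation on their own. DMRs lay on 21 chromosomes, 310 of them on chromosome 1, 73 on chromosome 20 and 11 on chromosome X. In 2344 DMRs (86.5%) the replicates of the groups did not overlap, where chance gives 10% for a region not chosen by its difference. Among these, the largest increases with iron deficiency after the Gucy2c region lay on chromosome 9 from 101200930 to 101200960 (rn4) and on chromosome 10 from 77093819 to 77093868. The region on chromosome 9 had a weighted difference of 77.2 percentage points, with 19.2% ± 29.2 (SD, n = 3) in the iron-sufficient and 82.6% ± 6.1 (SD, n = 3) in the iron-deficient group. The region on chromosome 10 had a weighted difference of 72.1 percentage points, with 13.7% ± 3.4 (SD, n = 3) and 84.6% ± 8.6 (SD, n = 3). The largest decreases were -68.4 percentage points on chromosome 8 from 91817444 to 91817491 and -64 on chromosome 1 from 65417127 to 65417204. Genes near the DMRs were not analysed here, because no annotation of rn4 was used.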

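Of the 2711 DMRs, 1541 (56.8%, exact binomial 95% interval 55 to 58.7 for counting error only) were hypermethylated and 1170 were hypomethylated in the iron-deficient group. The share is over DMRs, not over genes. Without iron-deficient replicate 2 it was 49.9%, and without iron-sufficient replicate 2 it was 62.2%. With at least 5 differentially methylated CpN, 81 DMRs were hypermethylated and 37 were hypomethylated.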

Among the 108 genes, 45 showed hypomethylated and 63 showed hypermethylated regions (Additional file 1: Tables S4 and S5, respectively). We identified that considerable portion of them (37 out of 43 hypomethylated and 31 out of 62 hypermethylated DMRs) were associated with neuronal function or development (Additional file 1: Tables S4 and S5), corroborating a previous finding [50]. Gene ontology (GO) analysis using Enrichr [51, 52] identified “abnormal nervous system” in Mouse Genome Informatics [53] mammalian phenotype level 3 (*p*-value = 0.005). Genes associated with this term were *Camk2b, Fkrp, Ncf1, St8sia1, Itsn1, Cacna1c, Usf2, Mib1, Fig4, Jph3, Mobp, Ush1g, Prkar1b, Tal1*, and *Pde6c*. We also observed terms “Rho GTPase cycle” (*p*-value: 0.0005), and “Axon guidance” (*p*-value = 0.001). In total, 7 out of 43 and 12 out of 62 genes were associated with GTPase activity for gain and loss of DNA methylation levels, respectively. The rho family of GTPases [54, 55], one of the G-protein coupled receptors, regulates neuronal morphogenesis [56], dendritogenesis [57], and spinogenesis [58]. We also found terms “synapse part” (*p*-value = 0.017; *Arf1, Tenm2, Pde2a, Cacna1c, Srgap2*, and *Mib1*). Collectively, Defiant identified DMRs close to the genes critical for neuronal synaptogenesis and plasticity.

### Defiant showed best performance based on the running time

Running time is important for genome-scale analysis. We evaluated the performance based on resource use. Using the benchmarking datasets, all pertinent DMR callers were run on the same system (Intel Xeon CPU 2.1GHz with 32GB RAM). For fair comparison, we converted the format of the benchmarking datasets into the format preferred by each DMR caller before evaluation. Therefore, mapping and input format conversion were not needed for this benchmarking. We observed dynamic range of running time and memory use. Defiant showed much faster performance compared with other methods: 5× faster than Metilene, 10× faster than MethylKit and MethylSig, and > 300× faster than RADMeth and RnBeads. When we applied Defiant to our WGBS rat datasets on the same system, it took less than 2 min to obtain the DMR results for the entire genome. Defiant’s memory usage is light, about 1GB for genome-wide WGBS data. Compared to the memory usages of the DMR callers, Defiant used slightly more memory than Metilene because Defiant is designed to run in a single step.

## Conclusions

We developed Defiant a new method to identify DMRs. Defiant is designed to provide easy and fast implementation of DMR calling while guaranteeing the prediction performance. We also put more credence to the CpGs with high coverage. For a rigorous test while weighing DNA methylation based on coverage, we used a Welch’s t-test. A Welch’s t-test does not assume equal variation between the sets and simplifies the incorporation of the weight information.

One of the widely used approaches for modeling DNA methylation is a beta binomial distribution. In our benchmarking tests, Defiant showed superior performance to other beta binomial distribution based predictors such MethylSig, MOABS, and RADMeth. It is noteworthy that the artificial data we used were generated by the developers of Metilene using a beta binomial distribution. Despite the potential bias against it, Defiant showed comparable performance with Metilene. Our results indicate that using a Welch’s t-test is appropriate for DMR identification. Close examination found that Defiant performed better then Metilene when modest but significant differences were observed (Fig. 3). More importantly, Defiant identified more DMRs in the rat hippocampus datasets which showed clear DMRs (Fig. 8). The DMRs uniquely observed by Metilene were in very low coverage areas (Fig. 7). Together, these suggest that Defiant performs better than Metilene for analysis of real data.

For genome-scale analysis, reduced running time is highly desirable. In our test, Defiant ran remarkably faster than other competitors using memory less than 1GB (Fig. 9). When applied to the whole-genome data in rats, it took less than 2 min for DMR calling for the entire genome. Defiant accepts diverse formats for DNA methylation including the format for Bismark coverage, and Bismark cytosine [59], BisSNP [60], MethylKit & MethylSig input, UCSC ENCODE, and EPP [61]. Defiant also runs as a standalone software.

**Fig. 9:**
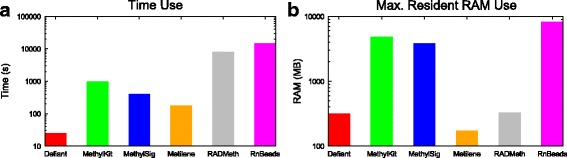
Resources used by DMR callers in time used (panel **a**) and RAM (panel **b**). We used eight artificial WGBS data sets. All evaluation was done on a computer with Intel(R) Xeon(R) CPU E5–2620 v2 @ 2.10GHz with 32 GB RAM

For convenient analysis, Defiant provides annotation about the genes located around DMRs. Additional file 1: Table S3 shows the example of output of Defiant. Defiant is applicable to bisulfite-sequencing data, RRBS [19], HpaII tiny fragment enrichment by ligation-mediated PCR-tag (HELP-Tag) data [62], and Tet-assisted bisulfite sequencing (TAB-Seq) [63]. The source code is available on http://github.com/hhg7/defiant.

## Additional file

Additional file 1: Supplementary document. (PDF 475 kb)

## Abbreviations

DMR: Differentially methylated region
GO: Gene ontology
RRBS: Reduced Representation Bisulfite Sequencing
WGBS: Whole Genome Bisulfite Sequencing
WWE: Weighted Welch Expansion

How the deposited data were processed for this re-analysis (not part of the article)

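WGBS was analysed in hippocampi of 3 iron-deficient and 3 iron-sufficient rat pups at postnatal day 15. Groups and replicate numbers were taken from the sample labels and the paper.

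The authors trimmed adapters, aligned the reads to rn4 with BS Seeker, tallied methylation from its output, used the first read where the reads of a pair overlapped, and merged the C and G of each CpG. The deposited files give, for each CpG, the methylated fraction and the coverage as a count of reads, without normalization or smoothing. Samples were not pooled. Whether duplicate reads were removed is not given in the sources used here. Positions are given as the files list them, and whether they count from 0 or 1 is not given in the sources used here.

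Methylated counts were the product of fraction and coverage, which was within 0.01 reads of a whole number at every CpG of all 6 files. Median coverage per CpG ranged from 17 to 33 between samples. Intervals from read counts cover counting error only, because reads without molecular identifiers are not independent molecules.

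WWE was written anew from the Implementation section in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. A CpG was differential with a coverage of at least 10 in all 6 samples, a coverage-weighted difference of at least 10 percentage points and a p-value of at most 0.05. A DMR opened at a differential CpG, allowed up to 5 similar CpGs in a row and up to 20000 nucleotides between CpGs, was trimmed to its last differential CpG, and was kept with at least 5 CpGs and with summed counts that met the same criteria. CpGs below the minimum coverage were skipped, although the paper names minimum coverage among the criteria whose failure stops the expansion. A CpG with a difference but no spread between replicates counted as differential. Tested on simulated independent reads with the coverage of 571306 CpGs of chromosome 20, WWE recovered 200 of 200 planted regions and called 2 DMRs elsewhere. The simulated reads had no spread between animals, so this does not give the rate of false calls in the data.

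Counts in tiles of 1000 nucleotides, with at least 5 CpGs covered in every sample and a total coverage of at least 50 in each, were compared by edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) with sample effects, a common dispersion and Benjamini-Hochberg adjustment. limma 3.58.1 on log2((methylated + 1)/(unmethylated + 1)) was the alternative. On 20000 simulated tiles with the spread between samples of the real tiles, edgeR called 0 of 200 tiles changed by 40 percentage points. Changes of 60 and 80 percentage points were added after this was seen. They are smaller in part of the tiles, because simulated methylation cannot pass 0% or 100%. Of 200 tiles each, 191 and 200 were called, with 2 and 6 unchanged tiles. A change of 40 percentage points is therefore below what this test could call, although 193 of those 200 tiles had an unadjusted p-value under 0.05. Another estimator of the dispersion, the newer form of the quasi-likelihood fit, limma and a dispersion of 0 were then tried on the simulated tiles. Only the dispersion of 0 called tiles changed by 40 percentage points. It called 180 of the 200 tiles changed by 40 percentage points together with 26 unchanged ones, and was not used on the data. The planned test was kept.

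The windows of Fig. 6 and Fig. 8 were located from the positions printed on the figure axes. The digits 6 and 8 were not always distinguishable there, and the reading listed in the files was taken. The chromosome was the only one on which the files list the printed positions. Methylation per sample was summed over the CpGs with a coverage of at least 10 in all samples, and groups were compared by two-sided exact permutation tests, for which the smallest p is 0.1. The regions named in the text were taken from these windows and, among DMRs whose replicates do not overlap between groups, from the 3 largest increases and the 3 largest decreases. This rule was set before the data were examined, but the values in the paper's figures had been seen.

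The alternatives varied each criterion of WWE, the coverage filters, the weighting, the treatment of CpGs below the minimum coverage, the tile definition, the replicate block and each replicate left out. They were set before the data were examined, except those named in the closing section as chosen afterwards. Metilene was not run, the artificial datasets were not used here, and genes and gene ontology were not analysed here because no annotation of rn4 was used.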

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

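The settings in which a CpG below the minimum coverage ends the DMR together with another changed criterion, and the setting without a p-value for CpGs with no spread, were chosen after seeing the data; all other alternatives were set before.

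The number of DMRs called by WWE depended on nearly every criterion. Compared with 2711 DMRs, it was 5350, 1410 and 729 with minimum coverages of 5, 15 and 20, and 1667 and 638 with minimum differences of 20 and 30 percentage points. It was 61 and 14593 with p-value thresholds of 0.01 and 0.1, 6197, 462 and 186 with minimum CpN of 3, 8 and 10, and 1171 and 118 with at least 3 and 5 differentially methylated CpN. It was 51, 558 and 4080 with at most 0, 2 and 10 similar CpN, and 790 and 1591 with maximum distances of 300 and 1000 nucleotides. Unweighted means and variances gave 488, and no criterion on the summed counts gave 7100. Ending the DMR at a CpG below the minimum coverage gave 435, and then 203 and 343 with at most 2 and 3 similar CpN and 267 with at least 3 differentially methylated CpN. The cause was not tested. In 11 of the 35 alternatives the number stayed within 1.5 times of 2711. With each replicate left out in turn, it lay between 2701 and 4019.

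The share of hypermethylated DMRs, 56.8%, was 60.5% with a minimum difference of 30 percentage points, 67.2% with a p-value threshold of 0.01, 54.2% with a minimum CpN of 3, 68.6% with at least 5 differentially methylated CpN, 70.6% and 60.4% with at most 0 and 2 similar CpN, 60.1% with a maximum distance of 300 nucleotides, 59% with unweighted means and 52.8% without the criterion on the summed counts. With DMRs ended by CpGs below the minimum coverage it was 62.1% and 59.8% with at most 2 and 3 similar CpN, and 60.3% with at least 3 differentially methylated CpN. With each replicate left out in turn it lay between 49.9% and 62.2%, and the lowest value, without iron-deficient replicate 2, is on the other side of 50%. The cause was not tested.

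Same-numbered samples did not deviate together, with correlations across CpGs of -4.94e-05, 0.001 and 0.000613 for replicates 1, 2 and 3. Pairs with different numbers had correlations between -0.002 and 0.001. This gave no sign that the numbers pair the samples, but does not exclude it. With the replicate block, WWE called 376 DMRs, 60.1% of them hypermethylated, edgeR called 0 tiles, and the genome-wide difference was 0.857 percentage points (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow).

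The number of tiles called by edgeR was 0 in all 14 alternatives, among them limma, other tile sizes and coverages, and each replicate left out. In the simulation this test called no tile changed by 40 percentage points, so these counts of 0 say little about changes of that size or smaller. The simulated changes covered whole tiles, 200 of 20000, whereas the windows of Fig. 6 and Fig. 8 are shorter than a tile. Larger changes within part of a tile, or in a smaller share of tiles, are therefore not excluded either. The genome-wide difference kept its sign in all 11 alternatives, between 0.661 and 0.857 percentage points, and between 0.63 and 1.299 with each replicate left out. The number of CpGs with opposite signs of the weighted and unweighted differences was 692585 with at least 5 reads and 110397 with at least 20, where different numbers of CpGs are tested. Over the 8 windows, the methylation difference kept its sign in all 84 alternatives and moved by less than the spread between replicates in 77. The other 7 arose in part because the called DMR is longer than the window. Pde6c was 29.2 and Mobp -34.5 percentage points over the called DMR, and Mobp was -31.9 without iron-deficient replicate 2. For Gucy2c, Pde6c, Mobp and Pck1, no CpG of the window had a coverage of at least 20 in every sample, so this alternative gave no value.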

Differences from the paper's values

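The paper reports 229 DMRs between the iron-deficient and iron-sufficient groups, and WWE as written here called 2711. Of the alternatives set before the data were examined, a minimum CpN of 10 gave 186, which is within 1.5 times of the paper's number, but its DMRs missed 3 of the 8 windows of Fig. 6 and Fig. 8. Combinations with another minimum coverage, also set before, came within 1.5 times of it as well. A minimum CpN of 8 with a minimum coverage of 15 gave 255 and missed 4 of the 8 windows, at least 3 differentially methylated CpN with a minimum coverage of 20 gave 280 and missed 6, and at least 5 with a minimum coverage of 5 gave 276 and missed 2. All other alternatives set before gave a number more than 1.5 times above or below that of the paper. Ending the DMR at a CpG below the minimum coverage gave 435, and in that setting the DMRs had the first and last CpG of the window in all 8 windows, compared with 5 when such CpGs were skipped. Combined with at most 2 or 3 similar CpN, or with at least 3 differentially methylated CpN, it gave 203, 343 and 267. These combinations were chosen after seeing the values, and their DMRs missed 0 of the 8 windows. Defiant itself was not run.

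The paper states that a minimum CpN of 5 makes the number of DMRs less sensitive to the minimum coverage. Here the number changed 7.34-fold between minimum coverages of 5 and 20 at a minimum CpN of 5, less than at 8 (8.33-fold) and 10 (8.78-fold) but not less than at 3 (7.12-fold). The paper states that the default coverage of 10 is where the number is robust to the minimum of differentially methylated CpN. Here the ratio between minima of 1 and 3 was 2.32 at a coverage of 10, 2.25 at 5, 2.51 at 15 and 2.6 at 20.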

Other observations

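The counts of DMRs in other splits of the samples, the share of hypermethylated DMRs there, the test on copied reads, the amount needed for the conversion test and the measure for the test on covered CpGs were chosen after the results or closely related values had been seen; the other tests were chosen before.

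The 6 samples can be split into 3 and 3 in 10 ways. In 5 of the 10 splits, the real one included, WWE called at least as many DMRs as the 2711 of the real split, and the other 9 splits gave 2278 to 3095, with a median of 2707. When a CpG below the minimum coverage ended the DMR, 5 of 10 splits gave at least the 435 of the real split. For DMRs with a difference of at least 50 percentage points and at least 5 differentially methylated CpN, the real split gave 17 and 6 of 10 splits gave as many, with 11 to 24 in the others. Groups without overlap between replicates, which 2344 DMRs of the real split show, were found in 2069 to 2744 DMRs of the other splits. The share of hypermethylated DMRs lay as far from 50% in 5 of 10 splits. Chance can therefore not be excluded for the numbers and share of DMRs, although 10 splits could not have excluded it in any case. For the tiles of 1000 nucleotides the comparison decides nothing, because edgeR called 0 in the real split, and 10 of 10 splits have at least as many whatever the data. Unadjusted p-values under 0.05 were found in 2.72% to 3.49% of tiles in the other splits, against 3.03% in the real split, and limma called 0 tiles in the real split. The comparison of splits concerns the numbers of DMRs and does not show that any named region is unchanged.

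Many CpGs were fully methylated or unmethylated in 1 sample where the other samples together were intermediate. At CpGs on the numbered autosomes with 20 to 24 reads in a sample and 40% to 60% methylation over the other 5 samples, 15.96% of CpGs in iron-sufficient replicate 1 and 63.31% in iron-sufficient replicate 2 were at 0% or 100%, and the other samples lay between. Independent reads would give about 0.00047%. A variant read as thymine that only the sample itself carries cannot give 100%, yet in each sample at least 11.39% of these CpGs were at 100%, so variants of that kind are not the whole cause. Variants carried by several of the other animals are not excluded. A candidate explanation is that many reads are copies of few DNA molecules, so that coverage overstates the number of independent measurements. The lowest share, 15.96%, is far above that of independent reads. Animals that differ in methylation at these CpGs could give the same values, and this was not tested. In a simulation on the coverage of chromosome 20 without any difference between groups, WWE called 6 DMRs when reads were independent, 81 when they were copies of up to 3 molecules per CpG and 70 with up to 10, compared with 73 called in the data. The numbers of molecules were assumed, not measured. Molecules were drawn separately at each CpG, whereas a real molecule covers neighbouring CpGs. The closeness to the number in the data therefore does not decide whether copied reads gave the DMRs.

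Correlations of methylation across CpGs with a coverage of at least 10 in all samples were between 0.605 and 0.774 for pairs of samples, and the pairs did not part by diet. The highest, 0.774, was between iron-sufficient replicate 1 and iron-deficient replicate 3, which also had the lowest shares of CpGs at 0% or 100%. CpGs are not independent replicates.

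Coverage did not move with methylation over the DMRs. The correlation (Spearman's rho, across DMRs) between the methylation difference and the coverage ratio of the groups was -0.007 in the real split and between -0.031 and 0.024 in the other 9, which argues against amplification or alignment that depends on methylation as a general source of the DMRs. Among the windows described for Fig. 6 and Fig. 8, by contrast, coverage in the iron-deficient group was 5.83 times that in the iron-sufficient group in Gucy2c, 3.07 times in Tnni1, 1.97 times in Usp36, 1.39 times in Pde6c and 1.3 times in Chd2, all hypermethylated, compared with 1.14 times in Mobp and 0.56 times in Pck1, both hypomethylated. These windows were not tested further, so such a relation stays open for them.

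Genome-wide methylation was 0.857 percentage points higher in the iron-deficient group, and iron-deficient replicate 1 lay within the iron-sufficient range. As the mean of the percentages of CpGs with at least 10 reads in every sample, it was above that range, with 64.03% compared with at most 63.96%. Over the sum of the counts at these same CpGs it was below that range, with 60.97% compared with at least 61.02%, so the overlap depends on the measure. If it came only from differences in which CpGs were covered, none would be left over these CpGs when each counts once. There it was 0.661 percentage points, with SDs of 0.194 and 0.323 between replicates (exact permutation test, p = 0.1), which argues against this as the whole cause. The sum of the counts, which also depends on the coverage of each CpG, gave 0.713 with SDs of 0.553 and 1.205 (exact permutation test, p = 0.5) and does not decide. Incomplete bisulfite conversion could raise methylation in some samples, but adds only to the unmethylated share, which was 31.4% in the iron-sufficient group. For the whole difference, unconverted reads would have to be 2.73 percentage points more frequent in the iron-deficient group. On the mitochondrial chromosome, taken as a measure of conversion, methylation was 0.153 percentage points higher (larger SD between replicates 0.688), and the highest and lowest sample were 1.37 apart. This argues against conversion as the whole cause, provided that mitochondrial DNA converts like the rest, and a smaller part is not excluded. An effect of the diet stays open.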
